# Comparative Analysis of Expression Profiles of Panicle Development among Tolerant and Sensitive Rice in Response to Drought Stress

**DOI:** 10.3389/fpls.2017.00437

**Published:** 2017-03-29

**Authors:** Haibin Wei, Chen Chen, Xiaosong Ma, Yu Zhang, Jing Han, Hanwei Mei, Shunwu Yu

**Keywords:** drought tolerance, gene-based association mapping study, functional analysis, panicle, *Oryza sativa*

## Abstract

Water deficit caused a serious threat to crops, especially panicle development at reproductive growth phase. We investigated grain yield components and gene expression profiles of panicle among tolerant and sensitive rice in response to drought stress. Panicle morphologies exhibited that secondary branches per panicle were more severely affected as compared to primary branches per panicle. Moreover, grain weight per panicle showed significant decrease for both tolerant and sensitive varieties except for MILT1444. Expression profile analysis revealed that 783 differentially expressed genes (DEGs) were identified to be drought-induced from young panicles in 2 cm length. Hierarchical clustering indicated that 76.8% of DEGs were up-regulated for all six rice varieties, and the percentage of down-regulated genes was higher in sensitive group than tolerant group. Biological process category revealed that the shared Gene Ontology (GO) terms were involved in response to abiotic stimulus and stress, whereas the specific GO terms in tolerant group were identified as regulation of biological quality, homeostatic process, cell growth, anatomical structure morphogenesis and development, and the unique terms in sensitive varieties were identified as lipid metabolic process and secondary metabolic process. Furthermore, the gene-based association analysis narrowed down list of DEGs, and four genes common to all six varieties were selected as candidate for breeders. Together, we found several shared and distinct biological processes between tolerant and sensitive varieties, and candidate stress-responsive genes. These findings provided insight into functional mechanisms regulating drought stress response in panicle development and may also help to crop tolerant improvement.

## Introduction

Drought is one of the main environmental challenges for cereal crop growth and productivity, and has impact on global food security (Boyer, 1982; Luo et al., 2009). This is especially urgent for negative effects of future climate change on agricultural productivity, while food production needs to double in the coming decades (Ray et al., 2013). Drought disaster that occurs during reproductive phase often causes more severe yield loss than that during vegetative phase (Takai et al., 2006; Xing and Zhang, 2010). The development of drought tolerant rice cultivars is one of the major challenges currently for sustainable agriculture (Luo, 2010). The identification of stress-responsive genes can greatly facilitate the improvement of rice breeding with enhanced drought tolerance.

The adaptation aspects of drought stress are complex and involve numerous plant processes, including physiological, metabolic and molecular adaptations (Chaves et al., 2003; Fischer et al., 2012). In rice, yield components, such as panicle length, primary/secondary branches per panicle, seed setting rate, and grain weight per panicle, are significantly reduced by drought (Muthurajan et al., 2011). For the reproductive phase, panicle and spikelet developments as key factors of grain yield formation, and small changes of developing panicle can severely affect yield components in water deficit (Sikuku et al., 2012). The previous studies have revealed that genes of photosynthesis and developmental regulation in the leaf are remarkably inhibited by drought in the reproductive stage when plants are in the water-deficit situation (Luo et al., 2009; Jin et al., 2013; Johnson et al., 2014). Additionally, rice natural populations have been used to identify genes related to drought response by genome-wide association study (GWAS) (Yu et al., 2012; Lou et al., 2015). The identified genetic mutations (SNPs) may help further elucidate the mechanisms through which DEGs enhanced the potential drought tolerance.

High-throughput techniques, such as microarray and deep sequencing, have been widely used to monitor expression profiling of plants under stress condition in the last dozen years (Rabbani et al., 2003; Zhang et al., 2005; Matsui et al., 2008; Lenka et al., 2011). Recent advances in molecular biology of rice have been reported in temporal and spatial protein and transcript expression profiling to understand various physiological and molecular processes (Wang et al., 2011). Gene microarray revealed that Ghd7 regulated yield traits through modulating panicle architecture independent of the heading date and was involved in abiotic and biotic stress-response pathways (Weng et al., 2014). Moreover, stress-responsive genes were tissue- or stage-specific regulated (Wang et al., 2011). Hence, this study was formulated to understand the effect of drought on development of young panicle and molecular changes leading to grain yield losses.

To achieve a more comprehensive understanding of coordinating mechanism between panicle development and drought tolerance, we combined gene expression profiling and gene-based association analysis within tolerant and sensitive rice. In the present study, we collected six rice varieties with different level of drought tolerance and investigated changes in gene expression in panicle by rice gene microarrays under drought stress and well watered conditions. The differentially expressed genes (DEGs) offered insight into important processes on protection of panicle development against drought environment in rice. Furthermore, the gene-based association mapping study discovered that almost half of DEGs were harbored association SNPs signals. The drought tolerant rice varieties and association analysis are propitious to narrow the candidate genes, which have more potential value of rice breeding and enable high efficiency of genetic approaches to improve crop tolerance.

## Results

### Drought Stress Phenotypic Traits of Panicle Development among Contrasting Rice Varieties

The drought index as the drought-tolerant capacity has been investigated in our previous studies (Yu et al., 2012). Six rice varieties were selected according to the well-characterized drought index (**Table 1**), including drought tolerant varieties, MILT1444, EMATAYIN, DOURADOAGULHA and HUHAN3, and drought sensitive varieties, KHAUMEO and NIPPONBARE. After successive drought treatment at later tillering stage, phenotypic evaluations of panicles at maturity stage were conducted. The phenotypic traits of panicle under drought stress observed that contrasting rice varieties differed for a range of characters, including panicle shape and size; grain shape, size, and color (**Figure 1**). On the whole, the drought tolerant varieties showed greener and larger spikelets than drought sensitive varieties due to a longer delayed heading and flowering time by the inhibitory effect of drought stress in tolerant varieties than that in sensitive varieties.

**Table 1:** The drought index, origins and types of tested cultivated rice.

Name	Drought index	Origin	*Indica*/*japonica*
MILT1444	1.45	Philippines	*japonica*
EMATAYIN	1.63	Myanmar	*japonica*
DOURADOAGULHA	1.88	Indian	*Indica*
KHAUMEO	0.51	Vietnam	*Indica*
HUHAN3	2.13	China	*japonica*
NIPPONBARE	0.54	Japan	*japonica*

**FIGURE 1:**
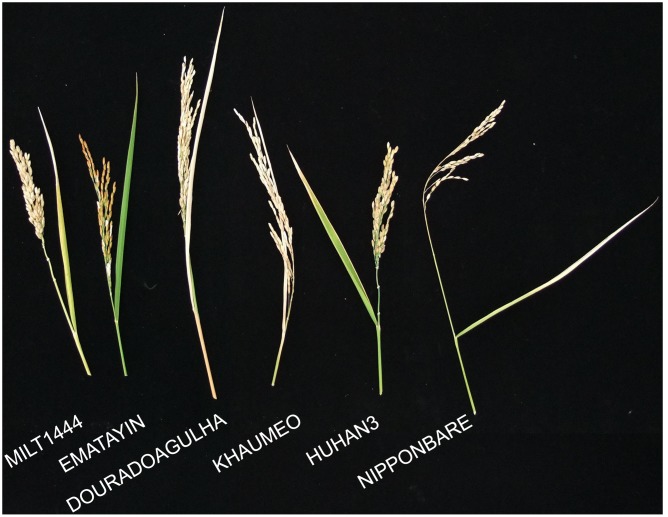
**Rice morphological characters at mature stages after 2 weeks of drought treatment at later tillering stage**. MILT444, EMATAYIN, DOURADOAGULHA, and HUHAN3, was drought resistant with high drought index, while KHAUMEO and NIPPONBARE were drought sensitive with small drought index.

Yield components were also examined for detailed comparison between well watered and drought stress conditions (**Figure 2**). The panicle lengths were obviously decreased in MILT1444 and DOURADOAGULHA in drought tolerant varieties, while length decrease was observed in KHAUMEO in drought sensitive varieties (**Figure 2A**). The changes of seed setting rate and primary branches per panicle in six varieties were comparatively less under drought stress (**Figures 2B,C**). Importantly, secondary branches per panicle were more frequently declined by drought stress (**Figure 2D**). The phenotypic changes in rice led to a reduction of grain weight per panicle and finally decreased the yield (**Figure 2E**). The MILT1444 with high drought index showed no significant decline of grain weight per panicle, which could be due to over 80% of the seeding setting rate still being kept under drought stress (**Figures 2B,E**). The results demonstrated that drought tolerance varieties, such as MILT1444, can reduce grain yield losses when compared to drought sensitive varieties in response to drought stress.

**FIGURE 2:**
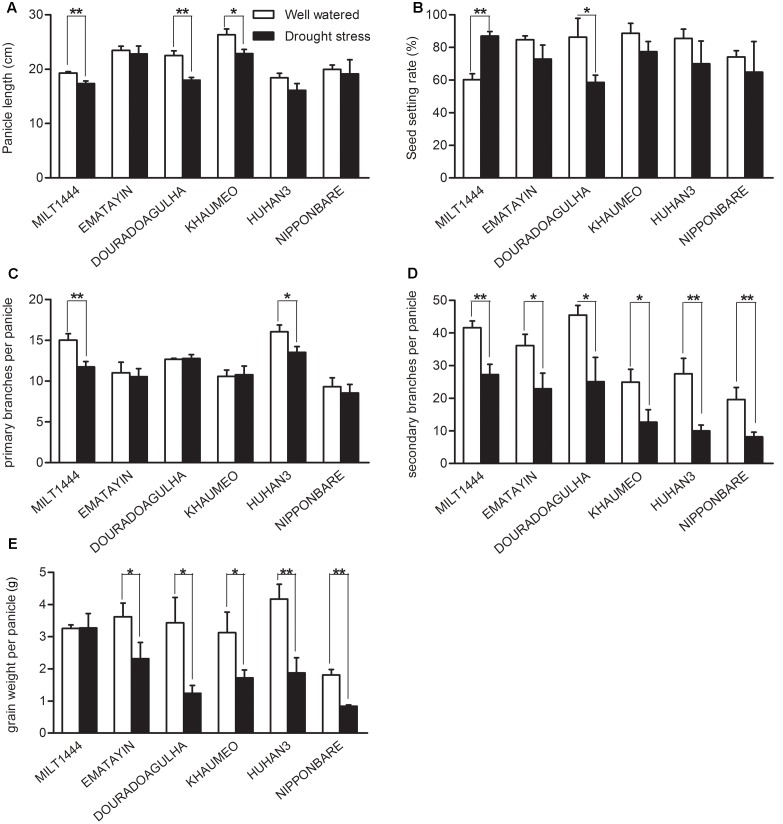
**Comparison of some important agronomic traits between well watered and drought stress conditions with the ripening time. (A)** The decreased panicle length were detected more significant difference in MILT1444, DOURADOAGULHA, and KHAUMEO. **(B)** The seeding setting rate almost decreased under drought stress except MILT1444 with increased trend. **(C,D)** Primary branches per panicle were less frequently declined by water stress than secondary branches per panicle in six varieties. **(E)** The reduction of grain weight per panicle was significant in all varieties except MILT1444. Each value in **(A–E)** represents the mean ± SD of three independent biological replicates. Significant levels are marked with asterisks, ^∗^*P* < 0.05 and ^∗∗^*P* < 0.01 versus well watered.

### Differential Gene Expression in Panicles under Drought Treatment

To investigate the intrinsic differences in gene expression level between the drought tolerance and drought sensitive varieties, gene expression profiles at the tillering stage were evaluated with Affymetrix GeneChip. 

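Young panicles 2 cm long were collected from 6 rice varieties, either well watered or after 2 weeks of drying that brought the soil water content to 13.8%. Each variety and treatment has 3 arrays, which makes 12 groups and 36 arrays. The 4 drought tolerant varieties are MILT1444, EMATAYIN, DOURADOAGULHA and HUHAN3, and the 2 drought sensitive varieties are KHAUMEO and NIPPONBARE. The array carries 57381 probe sets, of which 187 controls were left out and 57194 were tested. The authors made the expression values with the RMA algorithm of the Affy package, and the deposited values are linear intensities between 1.0 and 21698.89, with 112 values at the floor of 1. These values were log2 transformed, and limma was fitted with a mean for each of the 12 groups, so that all arrays share a common estimate of the spread. A probe set was called changed within a variety at a Benjamini-Hochberg adjusted p of at most 0.05 and at least a 2-fold change, the threshold of the paper's methods. Changes are given as drought-stressed minus well watered on the log2 scale with the standard error of the fit, and the average response is the mean of the 6 changes. The number of arrays limits the precision, since 3 arrays against 3 allow no exact permutation p below 0.1. On simulated data for MILT1444 with 57194 probe sets, the fit recovered 90 of 100 probe sets changed by 1.5 and 99 of 100 changed by 2.5, with 1 false call. The simulated noise was drawn independently for each probe set. These rates therefore do not cover shifts that many probe sets of an array share, and need not hold for the real arrays. Genes carry the symbol of the platform's annotation or the locus in Table S1, whose fold changes identified the probe sets.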

We obtained an average call rate 42.5% among the 57k microarray probe sets from six varieties, suggesting a good level of hybridization in our experiments. DEGs were identified by comparison between well watered and drought stress conditions for each rice variety. For DEG analysis, the criteria of differential expression was more than twofold changes and *p*-value < 0.05 based on three independent biological replicates. In total, 783 DEGs were identified to be drought-induced from young panicle in 2 cm length among six rice varieties (Supplementary Table S1). 

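Among genes with a symbol or description and the same direction in 6 varieties, the dehydrins RAB16B and RAB21 had the largest average rises. Dehydrins are proteins that protect cells during water loss. RAB16B rose by 3.72 (standard error 0.27, adjusted p = 2.9e-10 from limma) and RAB21 by 3.68 (standard error 0.28, adjusted p = 5.9e-10), and both were higher under drought in 6 of 6 varieties. LOC_Os05g47730, a lipid transfer protein, rose by 2.61, and the genes PM1 and RAB16C rose by 2.51 and 2.47. Among the genes that fell, CIN2 had an average change of -1.37 (standard error 0.14, adjusted p = 4.3e-08 from limma) and the trehalose phosphatase TPP1 one of -1.16 (standard error 0.35, adjusted p = 0.0086). In the average response 195 probe sets rose and 24 fell by at least 2-fold, and 24056 passed the adjusted p alone, of which 11754 were higher and 12302 lower. Counted over the varieties, 1014 probe sets were called in at least 1 variety, 823 of them up and 191 down, and none in both directions. With each gene counted once, 568 named genes were called. Each variety fitted alone called 346 probe sets, the unadjusted p called 1712, scaling to ACT1 called 1551, no fold threshold called 9667, and leaving out replicate 2 or replicate 3 of every group called 33 or 2102.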

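In EMATAYIN the ERF domain protein LOC_Os05g47650 rose by 3.27 (standard error 0.61, adjusted p = 0.0202 from limma) and the aquaporin PIP1-3, a water channel, rose by 1.95 (standard error 0.41, adjusted p = 0.047). In DOURADOAGULHA RAB16C rose by 2.74 (standard error 0.62, adjusted p = 0.018) and RAB16B by 2.90 (standard error 0.67, adjusted p = 0.019). The copper transporter COPT5.1 fell by 1.00 in DOURADOAGULHA (adjusted p = 0.0035 from limma). In EMATAYIN 29 probe sets rose and 7 fell, and in DOURADOAGULHA 132 rose and 48 fell. The share of called probe sets that were up was 91.6% in MILT1444, 80.6% in EMATAYIN, 73.3% in DOURADOAGULHA, 73.6% in KHAUMEO, 88.8% in HUHAN3 and 82.3% in NIPPONBARE. With arrays scaled to ACT1, which moved the median change of all probe sets from -0.01 to 0.11, the share was 92.9% in DOURADOAGULHA, 90.1% in KHAUMEO and 95.2% in NIPPONBARE, and 77.8% in EMATAYIN, where it fell. The total of 36 for EMATAYIN became 13, 15 or 132 without well watered replicate 1, 2 or 3 and 7 or 23 without drought-stressed replicate 1 or 2, and the total of 180 for DOURADOAGULHA became 93 without well watered replicate 1 and 481, 74 or 36 without drought-stressed replicate 1, 2 or 3.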

Importantly, panicle DEGs exhibited that the major genes were all expressed as up-regulated for each rice variety. There were 268 and 249 genes highly up-regulated (fold change ≥ 2) in MILT1444 and HUHAN3, which were more than those in the other four varieties (Supplementary Table S2). 

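In MILT1444 RAB16B rose by 4.81 (standard error 0.67, adjusted p = 1.6e-04 from limma), LOC_Os05g47730 by 4.14 (adjusted p = 1.3e-05) and PM1 by 4.03 (adjusted p = 2.1e-04). In HUHAN3 RAB21 rose by 4.98 (standard error 0.69, adjusted p = 2.2e-04 from limma) and EM, a late embryogenesis abundant protein, by 3.99 (standard error 0.40, adjusted p = 2.4e-06). CIN2 fell in MILT1444, with a change of -2.44 (standard error 0.34, adjusted p = 1.4e-04), and LOC_Os01g11460, a RING domain protein, had a change of -1.27 in HUHAN3 (adjusted p = 0.043). In MILT1444 351 probe sets rose and 32 fell, and in HUHAN3 317 rose and 40 fell, against 312 that rose in NIPPONBARE and 148 in KHAUMEO. This order depends on the setting, since the rises in MILT1444, HUHAN3 and NIPPONBARE were 7, 0 and 211 with each variety fitted alone, 499, 528 and 536 with arrays scaled to ACT1 and 1515, 1662 and 3040 without a fold threshold, and without replicate 1 DOURADOAGULHA had the most (288). The total of 383 for MILT1444 became 186 or 740 without well watered replicate 2 or 3 and 149 without drought-stressed replicate 1, and the total of 357 for HUHAN3 became 58 or 762 without drought-stressed replicate 1 or 3. The total for KHAUMEO became 49 or 132 without well watered replicate 2 or 3 and 126 or 104 without drought-stressed replicate 2 or 3, and that for NIPPONBARE 241 without well watered replicate 2 and 234 without drought-stressed replicate 1.

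**Figure D1:**
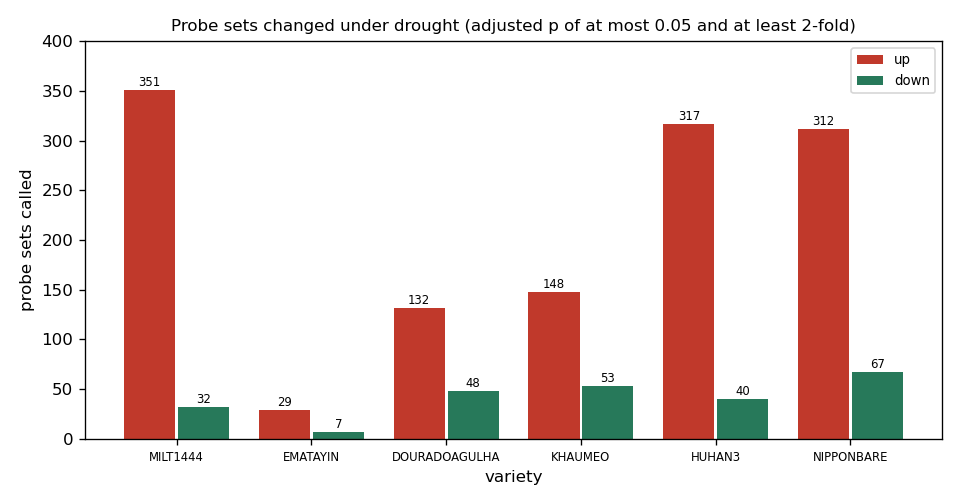
Number of probe sets called up (red) or down (green) under drought in each variety at an adjusted p of at most 0.05 and at least a 2-fold change, from 3 arrays against 3. The bars for up stand above the bars for down in each of the 6 varieties.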

There were 140 and 52 genes significantly down-regulated (fold change ≤ 0.5) in drought sensitive KHAUMEO and NIPPONBARE, which were more than those in drought tolerant varieties (Supplementary Table S2). 

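CIN2, an invertase that splits sucrose, fell in both sensitive varieties and also in the tolerant variety MILT1444, so its fall is not particular to the sensitive ones. In KHAUMEO the amidase LOC_Os11g06900 had a change of -2.13 (standard error 0.43, adjusted p = 0.012 from limma), CIN2 a change of -2.07 (standard error 0.34, adjusted p = 0.0020) and RSs3 one of -1.30 (standard error 0.24, adjusted p = 0.0055). In NIPPONBARE the root-specific protein LOC_Os10g40430 had a change of -2.05 (standard error 0.44, adjusted p = 0.0054 from limma), the remorin LOC_Os03g02040 one of -1.83 (standard error 0.50, adjusted p = 0.021) and the transcription factor BZIP52 one of -1.30 (standard error 0.35, adjusted p = 0.018). In KHAUMEO 53 probe sets fell and in NIPPONBARE 67. With arrays scaled to ACT1, 37 fell in KHAUMEO and 27 in NIPPONBARE. Without 1 array the number that fell ranged from 11 (well watered replicate 2) to 79 (well watered replicate 1) in KHAUMEO and from 28 (well watered replicate 2) to 166 (well watered replicate 1) in NIPPONBARE.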

The detected DEGs in six rice varieties were subjected to cluster analysis. As shown in **Figure 3**, hierarchical clustering indicated that 76.8% of DEGs were up-regulated for all six rice varieties, and the percentage of down-regulated genes was higher in sensitive rice than tolerant varieties. 

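Among the genes that rose on average were MFT1, by 2.06 (standard error 0.17, adjusted p = 2.3e-09 from limma), and LOC_Os05g47650, by 2.22 (standard error 0.25, adjusted p = 2.2e-07). Among those that fell were LOC_Os06g48160, a xyloglucan enzyme of the cell wall, with -1.61 (standard error 0.36, adjusted p = 8.0e-04 from limma), the chalcone synthase LOC_Os07g34260, with -1.09 (standard error 0.33, adjusted p = 0.0093), and LTR1, with -1.04 (standard error 0.33, adjusted p = 0.013). Of the probe sets called in at least 1 variety, 81.2% were up (95% Wilson interval 78.6 to 83.5), against 93.9% with arrays scaled to ACT1, 53.1% without a fold threshold and 64.8% without replicate 1. The interval treats the probe sets as independent, though they share arrays, and does not measure the spread between arrays or settings. The mean share of down calls was 22.0% in the 2 sensitive varieties and 16.4% in the 4 tolerant ones, a difference of 5.61 percentage points (exact permutation test over 15 ways of choosing 2 of 6 varieties, two-sided, p = 0.6, with 0.0667 the smallest possible). The difference changed sign in the fits of each variety alone, where it was -34.0 points with only 4 calls in HUHAN3 and 5 in EMATAYIN, with arrays scaled to ACT1, where it was -1.81, and without replicate 2, where it was -27.4 with 24 calls in MILT1444 and 1 to 9 in each other variety.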

We noted that the percentage of DEGs common to all six varieties is low, accounting for 3% (Supplementary Table S3). 

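LOC_Os01g50910, with a late embryogenesis abundant protein repeat, rose by 3.06 on average (standard error 0.22, adjusted p = 2.7e-10 from limma). NIA1, a nitrate reductase, rose by 1.99 (standard error 0.13, adjusted p = 4.9e-11), from 1.42 in NIPPONBARE to 2.56 in KHAUMEO. In all, 8 probe sets were called in 6 of 6 varieties in the same direction, 4 up and 4 down, which is 0.789% of those called in at least 1 variety. LOC_Os06g44190 and LOC_Os10g09850 rose by 2.09 and 1.48 on average. LOC_Os03g03724 fell with an average change of -4.44 (standard error 0.24, adjusted p = 5.2e-13). LOC_Os02g32814 fell with an average change of -2.44 (standard error 0.10, adjusted p = 5.2e-15 from limma), and Table S4 describes it as a copper chaperone while Table S5 calls it a heat shock protein. The other 2 probe sets carry no gene name and fell by 4.64 and 4.07. With an unadjusted p under 0.05 and the 2-fold threshold 40 probe sets were called in all 6, without a fold threshold 13, with the 6 contrasts adjusted jointly 19. In the fits of each variety alone and without replicate 2 limma called 0 in all 6.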

The result indicated that more genes were positively regulated by up-regulation expression as compared to down-regulated genes.

**FIGURE 3:**
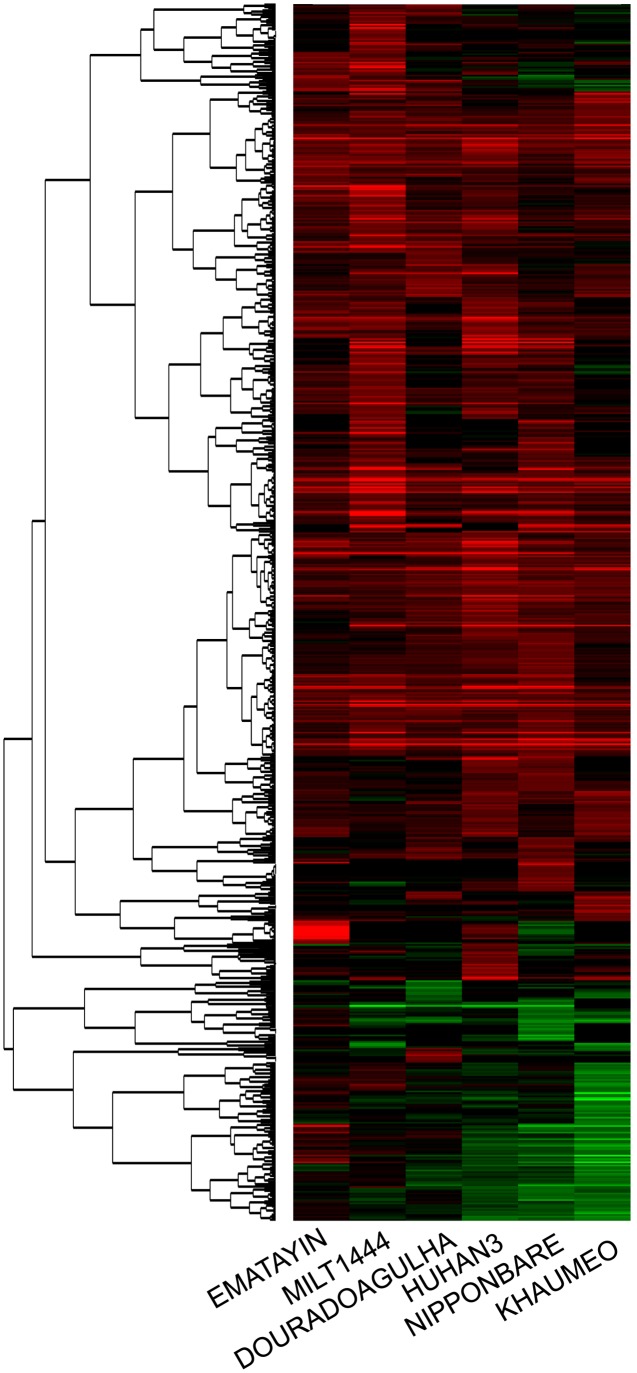
**Clustering results of differentially expressed genes in the microarray experiment**. Each row represented log2-fold change of the relative gene expression. Up-regulated expression genes were colored red, down-regulated expression genes were colored green, and black represented no significant expression.

### Validation of DEGs by qRT-PCR

To validate the reproducibility of microarray gene expression results, quantitative real-time reverse transcription-PCR (qRT-PCR) was performed to assess the differential expression levels of 10 randomly selected DEGs in six rice varieties. The fold change of relative expression level between drought stress and well watered conditions were compared with gene microarray and qRT-PCR (**Figure 4**). 

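Of the 10 genes in Table S5, 8 could be matched to a probe set, and the annotations in Table S5 disagree with those in Table S4 for LOC_Os02g32814 and LOC_Os02g13800, so those found only in Table S5 are left out. LOC_Os11g03300 rose by 2.57 on average (standard error 0.26, adjusted p = 5.5e-08 from limma) and was called in 4 varieties, from 1.34 in KHAUMEO to 3.54 in HUHAN3. LOC_Os05g28740 rose by 2.27 (standard error 0.34, adjusted p = 1.0e-05) and was called in HUHAN3 and NIPPONBARE. LOC_Os02g33380, which the platform's annotation names PMEI8, rose by 2.31 (standard error 0.20, adjusted p = 3.0e-09) and was called in 5 varieties, with 3.70 in MILT1444. LOC_Os03g03724 and LOC_Os02g32814 were lower in 6 of 6 varieties. The isocitrate lyase family gene LOC_Os12g08760 had an average change of -1.37 (standard error 0.26, adjusted p = 1.4e-04 from limma), between -2.13 in KHAUMEO and -0.44 in EMATAYIN, and was called in none of the varieties. The cytochrome P450 LOC_Os08g43390 rose by 1.86 (standard error 0.23, adjusted p = 6.8e-07), was higher in 6 of 6 varieties, and was called in HUHAN3, with 2.89, and NIPPONBARE, with 2.12. LOC_Os01g21934 and LOC_Os04g33920 are not in Table S1 and have no value here, and the qRT-PCR values were not used here.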

Consistently, the qRT-PCR produced results were coincided very strongly with that from the microarrays. Genes *LOC_Os12g08760* and *LOC_Os08g43390* showed profoundly expression patterns with converse expression trends in one of varieties, but qRT-PCR results revealed a good agreement with gene microarray. The correlation coefficient between qRT-PCR and microarray data ranged from 0.91 to 0.99. These results indicated that the drought-induced DEGs from microarray are highly reliable.

**FIGURE 4:**
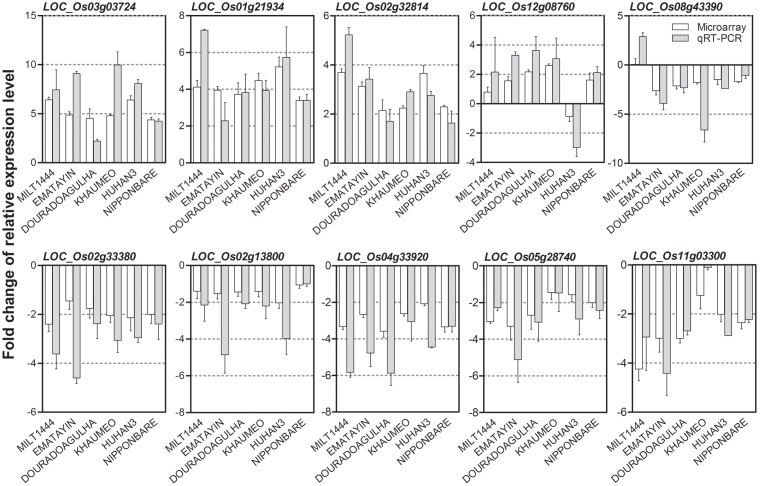
**Validation of reproducibility of drought-induced differentially expressed genes (DEGs) by qRT-PCR**. Ten randomly selected DEGs were performed qRT-PCR in six rice varieties. The bar graph shows relative fold change of each gene between drought stress and well watered conditions in different comparisons (labeled below the lower panel) obtained by qRT-PCR (white bar) and microarray (gray bar). The correlation coefficient between qRT-PCR and microarray data ranged from 0.91 to 0.99 in six rice varieties.

### Functional Features of DEGs in Drought Tolerant and Drought Sensitive Varieties

The differences in phenotypic traits and drought-induced DEGs were observed for contrasting varieties as shown in above interpretation, which is consistent with their large genetic difference. To determine the similarities and differences in functional features of drought-induced DEGs for contrasting varieties, 783 DEGs were classified into drought-tolerant, drought-sensitive, and common-induced subsets, respectively. The DEGs in common-induced subset (46%) were significantly higher than that in drought-tolerant (29%) and drought-sensitive subsets (25%). 

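RAB16B, RAB21 and CIN2 are examples of genes called in both tolerant and sensitive varieties. The expansin EXPB6, which loosens cell walls, rose in MILT1444 by 1.02 (standard error 0.21, adjusted p = 0.0074 from limma) and was called in no sensitive variety, where its change was 0.11 in KHAUMEO and 0.03 in NIPPONBARE. EXPA2, another expansin, rose in HUHAN3 by 1.41 (standard error 0.35, adjusted p = 0.022) and was called in no sensitive variety. BZIP52 and LOC_Os10g40430 were called in a sensitive variety and in no tolerant one. Called in at least 1 tolerant and 1 sensitive variety were 239 probe sets (23.6%), in tolerant varieties alone 494 (48.7%) and in sensitive varieties alone 281 (27.7%). In a direct comparison of the responses of the 4 tolerant and 2 sensitive varieties limma called 0 probe sets (smallest adjusted p = 0.150), against 95 higher and 8 lower with at least a 2-fold difference at an unadjusted p under 0.05, and EXPB6 differed by 0.74 (adjusted p = 0.57). The spread in this comparison is that between arrays, not that between varieties. Without replicate 1 the subsets were 147, 416 and 460, with more sensitive-only than tolerant-only. Without replicate 2 they were 3, 26 and 4 and without replicate 3 345, 1282 and 475, and in each variety fitted alone they were 26, 23 and 297.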

The functional enrichment analysis by AgriGO indicated that the shared biological processes in three gene subsets were involved in response to stimulus, abiotic stimulus and stress. In addition, the distinct biological processes highly specialized for drought tolerant varieties were identified for GO terms, associated with regulation of biological quality, homeostatic process, cell growth, anatomical structure morphogenesis and development. The unique terms under the biological process category for drought sensitive varieties were identified as lipid metabolic process and secondary metabolic process. The biological process terms from three gene subsets revealed that both shared and distinct functional roles mediated stress-responsive genes for each group.

### Functional Mechanism of Drought-Induced DEGs in Young Panicle

The incorporation of a mechanism to account for these drought-induced DEGs became necessary due to less enrichment category and less difference in panicle characters observed between tolerant and sensitive varieties. 

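Of the dehydrins and other late embryogenesis abundant proteins 5 of the 7 genes matched by symbol were called up in the average response and none down (5 when adjusted over the list alone), while 2 more of the 10 listed genes have a probe set only through Table S1 and were not tested with the list. By camera this list stood above the other genes (adjusted p = 5.5e-07), a call that was lost with an estimated correlation (adjusted p = 0.0936). RAB25 rose by 1.92 and EM by 1.52 (adjusted p = 6.8e-08 and 1.3e-07 from limma). The PP2C phosphatases, which restrain abscisic acid signalling, had 3 of 7 up (3 when adjusted over the list alone), with PP2C08 at 1.21 and PP2C51 at 1.15. The SAPK kinases, which act downstream of abscisic acid, had 0 of 10 called (0 when adjusted over the list alone, 4 higher at an adjusted p of limma alone, and SAPK10 changed by 0.73). Of all 57194 probe sets 11754 were higher and 12302 lower by that adjusted p alone in the average response. Of 9 stress transcription factors of the bZIP, NAC and DREB families 0 were called (0 when adjusted over the list alone), with 5 higher by adjusted p alone, and BZIP23 changed by 0.46. By camera the phosphatases, kinases and transcription factors stood above the other genes (adjusted p = 4.8e-05, 0.0080 and 0.0276), and with an estimated correlation none of these calls held (adjusted p = 0.163 for each). For probe sets brighter than the median the calls of the kinases and transcription factors were lost (adjusted p = 0.0839 and 0.158). That of the transcription factors was also lost without replicate 3 (adjusted p = 0.0533), with arrays scaled to ACT1 (0.133) and with the mean of all probe sets of a gene (0.0503). The number of lists past camera, 6, was reached or passed with 6 of 100 labelings of the arrays, the real one among them. Of 3 genes of abscisic acid synthesis and breakdown, ABA8OX2, which degrades abscisic acid, rose by 1.07 (1 up when adjusted over the list alone, camera adjusted p = 0.0672). Of 12 heat shock proteins 1 rose (1 when adjusted over the list alone, camera adjusted p = 0.201, and 0.0074 without replicate 3) and of 19 heat shock factors HSFC2A rose (1 when adjusted over the list alone, camera adjusted p = 0.115, and 0.0156 without replicate 3). TPP1 fell among 3 osmolyte genes (1 when adjusted over the list alone, camera adjusted p = 0.448), of which P5CS2, an enzyme of proline synthesis, had a change of 0.45, and the list's median of 0.09 and mean of -0.21 differ in sign. PIP1-3 rose by 1.43 among 16 aquaporins (1 when adjusted over the list alone, camera adjusted p = 0.855), with a median of -0.05 and a mean of 0.07, and 0 of 7 antioxidant enzymes were called (0 when adjusted over the list alone, 2 higher and 1 lower by limma's adjusted p alone). These lists too hold only genes matched by symbol. That is 7 of 9 listed phosphatases, 9 of 16 transcription factors, 3 of 8 abscisic acid genes and 12 of 23 heat shock proteins. It is 19 of 25 heat shock factors, 3 of 7 osmolyte genes, 16 of 17 aquaporins and 7 of 12 antioxidant enzymes. Genes with a probe set only through Table S1 were not tested with their list, among them 3 heat shock proteins, 2 phosphatases and 2 osmolyte genes.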

On the whole, functional enrichment revealed that 783 drought-induced DEGs were significantly associated with GO terms: stress response, reproductive developmental process, oxidation reduction (**Figure 5A**). The significant GO terms related to reproductive development and stress response were separately displayed (**Figure 5B**).

**FIGURE 5:**
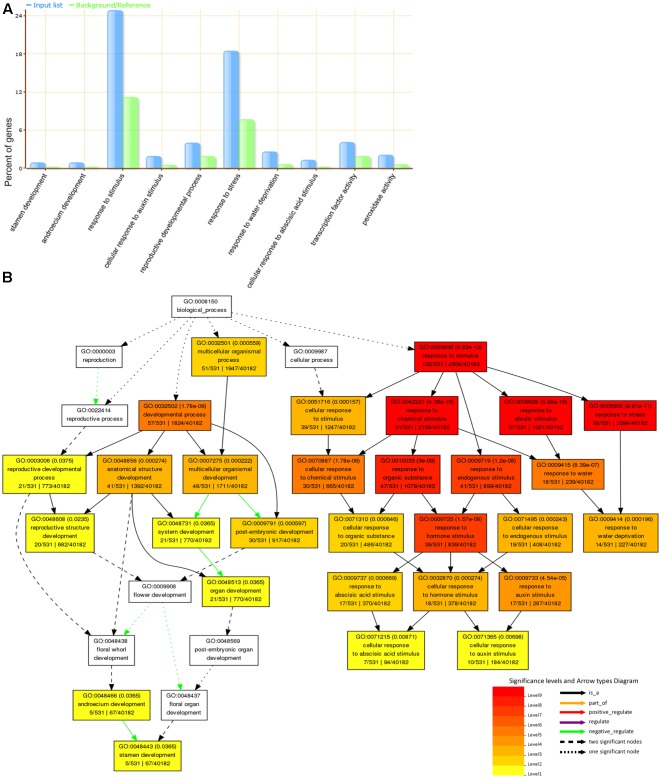
**Go enrichment analysis for drought-induced DEGs. (A)** Ten significant Gene Ontology (GO) terms were displayed, including reproductive developmental process, stamen development, response to stimulus, response to stress, water deprivation, abscisic acid stimulus, and so on. **(B)** The functional categories of biological processes of GO terms were shown as a diagram. Functional enrichment of drought-induced genes suggested two categories reproductive development and response to stimulus/stress were tightly related to protect panicle development against drought stress.

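Floral organ MADS-box genes, which set the identity of the floral organs, gave 0 calls among 18 in the average response (0 when adjusted over the list alone), with 4 higher and 2 lower at limma's adjusted p alone and a median change of 0.05. By that adjusted p 11754 of all 57194 probe sets were higher and 12302 lower. MADS18 had a change of 0.32 (standard error 0.06, adjusted p = 3.3e-04) and MADS21 one of -0.23 (standard error 0.09, adjusted p = 0.037). Of 7 panicle branching and meristem genes 0 were called (0 when adjusted over the list alone, 4 higher by adjusted p alone), but RFL, a regulator of panicle branching, rose by 1.59 in KHAUMEO (adjusted p = 0.035 from limma) and by 1.54 in HUHAN3 (adjusted p = 0.026). Of 9 meiosis genes 0 were called (0 when adjusted over the list alone, 5 higher by adjusted p alone), with DMC1A at 0.34 and PAIR2 at 0.28. Of 10 tapetum and pollen wall genes 0 were called on average (0 when adjusted over the list alone, 3 lower by adjusted p alone), and RAFTIN1 fell in NIPPONBARE with a change of -1.54 (standard error 0.44, adjusted p = 0.025). In the average response camera placed none of these 4 lists apart from the other genes (adjusted p = 0.279, 0.0805, 0.0805 and 0.304), though without replicate 1 it placed the floral organ and the meiosis genes higher (adjusted p = 0.0483 and 0.0328). Within varieties it placed the panicle branching genes higher in KHAUMEO (adjusted p = 0.0157) and HUHAN3 (adjusted p = 0.0179) and the meiosis genes higher in NIPPONBARE (adjusted p = 0.0028). With an estimated correlation these 3 calls were lost (adjusted p = 0.105, 0.0686 and 0.132). The 10 DNA replication genes gave 0 calls (0 when adjusted over the list alone), yet 9 were lower by limma's adjusted p alone, with MCM7 at -0.56 and MCM5 at -0.41, and camera placed them below the other genes (adjusted p = 2.7e-04). With an estimated correlation this call was lost (adjusted p = 0.286). Only genes matched by symbol are in these lists. They are 18 of 19 listed MADS-box genes, 7 of 20 panicle branching, 9 of 15 meiosis, 10 of 19 tapetum and 10 of 12 DNA replication genes.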

The genes related to floral development (such as GO: 0022414, 0048438, 0048437, and 0048443) were negatively regulated by drought stress (**Figure 5B**). Abnormal stamen development affected pollen fertility so that the floral developmental process was reduced, which decreased the rate or extent of development of flowerlets (Jin et al., 2013). The negative regulation by drought stress was corresponding to the result in the reduction of secondary branches per panicle, seed setting rate and grain weight (**Figure 2**). The latest results found that SAPK9 (LOC_Os12g39630), belonging to GO:0009791 and GO:0009414 terms, increased drought tolerance and grain yield by adjusting osmotic potential and stomatal closure (Dey et al., 2016). 

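SAPK9, a kinase of abscisic acid and osmotic stress signalling, rose in NIPPONBARE by 1.34 (standard error 0.44, adjusted p = 0.0461 from limma). There its log2 intensity was 8.84 ± 0.34 (SD, n = 3) under drought and 7.50 ± 0.44 (SD, n = 3) in well watered panicles. SAPK9 was called in none of the other varieties, with changes of -0.03 in MILT1444, 0.71 in EMATAYIN, 0.51 in DOURADOAGULHA, 0.16 in KHAUMEO and 0.63 in HUHAN3. On average it was higher by 0.55 (standard error 0.18, adjusted p = 0.014), and the responses of tolerant and sensitive varieties differed by -0.29 (adjusted p = 0.93).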

MADS-box transcription factors in plants play an important role in flowering and floral organ identity, as well as stress-related developmental processes. MADS26 (LOC_Os08g02070) was verified that it acts as an upstream regulator of stress-associated genes and a hub to modulate the response to various stresses in the rice plant (Khong et al., 2015). 

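MADS26, a MADS-box transcription factor, rose in MILT1444 by 1.30 (standard error 0.24, adjusted p = 0.0027 from limma), in HUHAN3 by 1.19 (standard error 0.24, adjusted p = 0.0071) and in NIPPONBARE by 1.21 (standard error 0.24, adjusted p = 0.0037). Its log2 intensity in MILT1444 was 8.18 ± 0.40 (SD, n = 3) under drought and 6.88 ± 0.27 (SD, n = 3) when well watered. In EMATAYIN, DOURADOAGULHA and KHAUMEO MADS26 had changes of 0.53, 0.53 and 0.65 and was not called. In 6 of 6 varieties the 3 drought-stressed arrays lay above the 3 well watered arrays, which chance gives with a share of 0.1 in either direction per variety. On average MADS26 was higher by 0.90 (standard error 0.10, adjusted p = 1.6e-07).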

Our data also revealed OsMADS26 was located at GO:0009791 and GO:0048513 (**Figure 5**) and up-regulated by drought stress in MILT1444, HUHAN3, and NIPPONBARE. Additionally, the expression of several auxin-responsive genes in panicle were also significantly altered, such as OsIAA18 (LOC_Os05g44810), OsIAA26 (LOC_Os09g35870), OsSAUR20 (LOC_Os04g51890), OsSAUR31 (LOC_Os08g02520), OsSAUR33 (LOC_Os08g35110). 

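IAA18, a repressor of the auxin response, rose in MILT1444 by 1.22 (standard error 0.19, adjusted p = 6.3e-04 from limma) and in EMATAYIN by 1.03 (standard error 0.19, adjusted p = 0.022). Its log2 intensity in MILT1444 was 8.84 ± 0.29 (SD, n = 3) under drought and 7.63 ± 0.40 (SD, n = 3) when well watered. The SAUR genes, which respond early to auxin, were called in none of the varieties at an adjusted p of at most 0.05 and 2-fold. On average SAUR20 was higher by 0.79 (standard error 0.12, adjusted p = 1.3e-05 from limma), SAUR31 by 0.58 (standard error 0.21, adjusted p = 0.028), and SAUR33 was lower, with a change of -0.90 (standard error 0.19, adjusted p = 4.3e-04). SAUR33 was lower in 6 of 6 varieties, and SAUR20 and SAUR31 were higher in 6 of 6. Of the 26 Aux/IAA repressors matched by symbol, from 31 listed, 0 passed the threshold on average (0 when adjusted over the list alone). By limma's adjusted p alone 10 were higher and 1 lower, as were 11754 and 12302 of all 57194 probe sets. By camera the list stood above the other genes (adjusted p = 0.0270). This call was lost with an estimated correlation (adjusted p = 0.286), without replicate 3 (adjusted p = 0.0533) and for probe sets brighter than the median (adjusted p = 0.158).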

SAUR proteins promote cell elongation (Spartz et al., 2014). OsIAA26 was also involved into negative regulation of stamen development, and OsGRX8 (LOC_Os02g30850) was induced by various stress conditions and plant hormone auxin (Sharma et al., 2013). Both of them were located at GO: 0048443 (**Figure 5**), and exhibited conserved function in floral organ development and stress response. These results suggested that auxin biosynthesis and transport in panicle were affected by drought stress. This might bring out the decrease of the length of panicle and secondary branches per panicle. 

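IAA26, another repressor of the auxin response, rose in HUHAN3 by 1.76 (standard error 0.34, adjusted p = 0.0044 from limma) and in KHAUMEO by 1.45 (standard error 0.34, adjusted p = 0.026). In HUHAN3 its log2 intensity was 7.61 ± 0.60 (SD, n = 3) under drought and 5.85 ± 0.19 (SD, n = 3) when well watered. IAA26 was not called in MILT1444, with 0.07, or NIPPONBARE, with 0.36. GRX8, a glutaredoxin, rose in KHAUMEO by 1.10 (standard error 0.21, adjusted p = 0.0068 from limma). In DOURADOAGULHA and HUHAN3 GRX8 had changes of 0.81 and 0.95, which passed the adjusted p (0.0326 and 0.0113) and not the 2-fold threshold. On average IAA26 was higher by 0.92 (standard error 0.14, adjusted p = 9.3e-06) and GRX8 by 0.70 (standard error 0.09, adjusted p = 7.3e-07), each in 6 of 6 varieties.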

Functional enrichment analysis suggested a significant association between functional categories of reproductive development and response to stimulus/stress. The interaction of reproductive and stress-responsive genes could protect panicle development against extreme drought environments.

### Genetic Associations with Drought Index Trait by the Gene-Based Association Analysis

In order to investigate genotypic differences in natural variation in drought tolerant and sensitive varieties, the gene-based association analysis was conducted using 65510 SNPs (MAF ≥ 0.05) from 783 drought-induced DEGs. The genotyping and the major agronomic traits including drought indexes in 270 rice accessions have been investigated in our previous study, and then were tested using a mixed linear model (MLM) in Tassel. Based on a threshold of -log(P) ≥ 4.0, 1445 SNP loci derived from 350 genes exhibited significant associations with drought index (Supplementary Table S4). We could found four associated genes, including LOC_Os01g50700, LOC_Os01g50910, LOC_Os02g13800, and LOC_Os02g46030, were consistent DEGs in six rice varieties. 

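LOC_Os01g50700, the dehydrin RAB25, was called up in 3 varieties, with 3.46 in MILT1444 (standard error 0.48, adjusted p = 1.7e-04 from limma) and 1.11 in EMATAYIN (adjusted p = 0.37). LOC_Os01g50910 was called up in 6 varieties, from 2.07 in NIPPONBARE to 4.72 in HUHAN3 (standard error 0.54, adjusted p = 2.1e-05). LOC_Os02g13800, the heat shock factor HSFC2A, was called up in 5 varieties, from 1.64 in NIPPONBARE to 3.21 in HUHAN3 (standard error 0.48, adjusted p = 4.9e-04), and was 1.65 in EMATAYIN (adjusted p = 0.17). LOC_Os02g46030, a MYB family transcription factor, was called up in 4 varieties, with 3.19 in HUHAN3 (standard error 0.40, adjusted p = 7.2e-05), 1.29 in MILT1444 (adjusted p = 0.067) and 1.37 in EMATAYIN (adjusted p = 0.16). Each of the 4 genes was higher under drought in 6 of 6 varieties, with all 3 drought-stressed arrays above all 3 well watered ones in every variety. In MILT1444 the log2 intensity of LOC_Os01g50700 was 10.25 ± 1.01 (SD, n = 3) under drought and 6.78 ± 0.94 (SD, n = 3) when well watered.

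**Figure D2:**
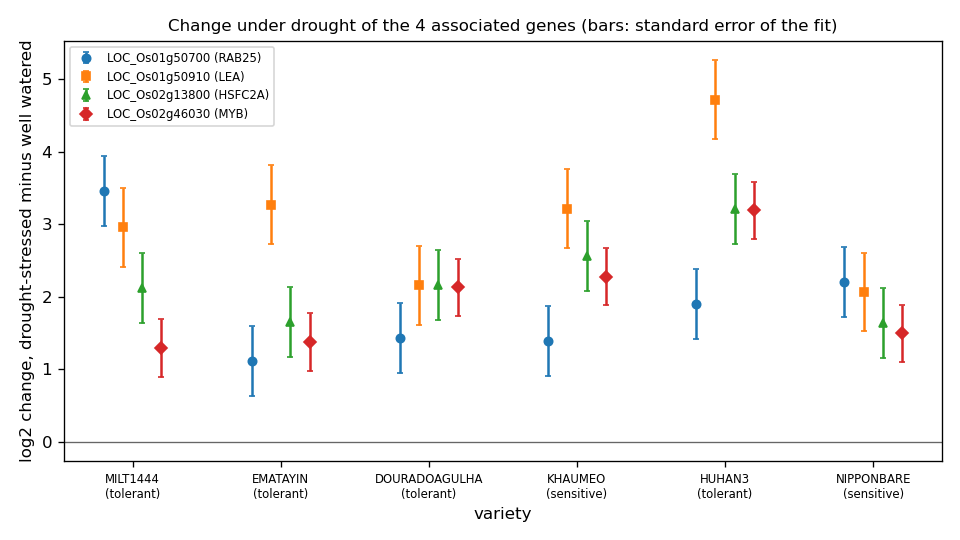
Change under drought (log2) of the 4 genes in each of the 6 varieties, with bars for the standard error of the fit. In every variety the points of the 4 genes lie above 0.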

The genetic variation of four genes displayed distinct differentiation of *indica* and *japonica*. However, the fold change of gene expression did not show the distinct correspondence relationship with genetic variation between *indica* and *japonica*. 

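The mean change of LOC_Os01g50700 was 1.41 in the 2 indica varieties and 2.17 in the 4 japonica varieties, a difference of -0.76 (standard error 0.42, adjusted p over the 4 genes = 0.32 from limma). For LOC_Os01g50910 the means were 2.69 and 3.25, and the difference was -0.57 (standard error 0.47, adjusted p = 0.394). LOC_Os02g13800 differed by 0.21 (standard error 0.42, adjusted p = 0.626) and LOC_Os02g46030 by 0.37 (standard error 0.34, adjusted p = 0.394). None of these differences passed the test, and each is less than 2 standard errors from 0. The spread in this test is that between arrays, not that between varieties. A p that misses the threshold does not exclude a difference between indica and japonica.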

The favorable SNP markers and candidate genes could narrow down the list of DEGs and provide useful resources for breeders.

## Discussion

Plants would be vulnerable to harm from water deficit at the reproductive stage. Researches on panicle have indicated the close relationship between grain yield and drought stress (Wang et al., 2011; Jin et al., 2013). This study provided new insight into the distinct processes of drought response in rice young panicle and the potential genetic variation for adaptation to drought at the genome-wide level.

Water deficit at the reproductive stage is crucial to panicle development, grain setting, filling, and final grain yield (Liu et al., 2010). The genetic variability of drought tolerance in varieties exhibited different panicle characters under drought stress (**Figures 1**, **2**). As the most important breeding goal, grain yield components is absolutely necessary to be selected and evaluation under stress environments. It’s reported that grain yield was positively correlated with panicle length/number, grain weight per panicle, seed setting rate, etc., nevertheless grain yield of rice is the integration of many variables throughout the growing period (Xu et al., 2015). The phenotypic evaluations of panicle between tolerant and sensitive varieties indicated reduction of parts of components must not result in decrease of grain yield. In MILT1444, panicle length and primary/secondary branches per panicle were decreased under drought stress, while seed setting rate was increased due to a longer delayed flowering time in response to drought treatment as compared to delay flowering of other five varieties. The seed setting rate under drought stress was higher than that under well watered condition, when the level of severity of drought stress in fields was mild (Kanjoo et al., 2012). Moreover, the most up-regulated genes among six varieties were positively involved in rice adaptive response to drought stress in MILT1444 (**Figure 3**). These findings revealed that modulated flowering time of rice in response to drought stress was directly correlated with positive regulation of up-regulated genes.

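Small heat shock proteins, chaperones that keep other proteins from aggregating, had some of the largest rises in MILT1444. HSP16.9A rose there by 5.14 (standard error 0.65, adjusted p = 4.0e-05 from limma), HSP23.2 by 3.59 (standard error 0.61, adjusted p = 0.0012) and HSP26.7 by 3.04 (standard error 0.79, adjusted p = 0.030). HSP101 had a change of 1.49 in MILT1444 (adjusted p = 0.17) and was not called. Of the 12 heat shock proteins matched by symbol, from 23 listed, 3 rose in MILT1444 and none fell (6 when adjusted over the list alone), with a median change of 1.33. In EMATAYIN HSP16.9A rose by 3.13 (standard error 0.65, adjusted p = 0.047), and in the other 4 varieties its change was between 0.78 and 1.65 and was not called. The log2 intensity of HSP16.9A in MILT1444 was 12.22 ± 0.56 (SD, n = 3) under drought and 7.08 ± 0.43 (SD, n = 3) when well watered. By camera the heat shock proteins stood above the other genes in MILT1444 (adjusted p = 3.1e-06), a call that was lost with an estimated correlation (adjusted p = 0.226). The green tissue markers RCA and CAB2R, the only 2 of 17 with a probe set by symbol, moved the same way in MILT1444 (median change 0.89, 0 called, 0 when adjusted over the list alone, RCA higher by limma's adjusted p alone, camera adjusted p = 0.0184, and 0.226 with an estimated correlation) and had a median of -0.47 in KHAUMEO. Late embryogenesis abundant proteins had 5 of 7 genes up in MILT1444 (5 when adjusted over the list alone, camera adjusted p = 1.1e-10), and this call held with an estimated correlation (adjusted p = 0.0144). Without well watered replicate 1, 2 or 3 of MILT1444 the median of the heat shock proteins was 0.70, 0.90 or 2.16.

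**Figure D3:**
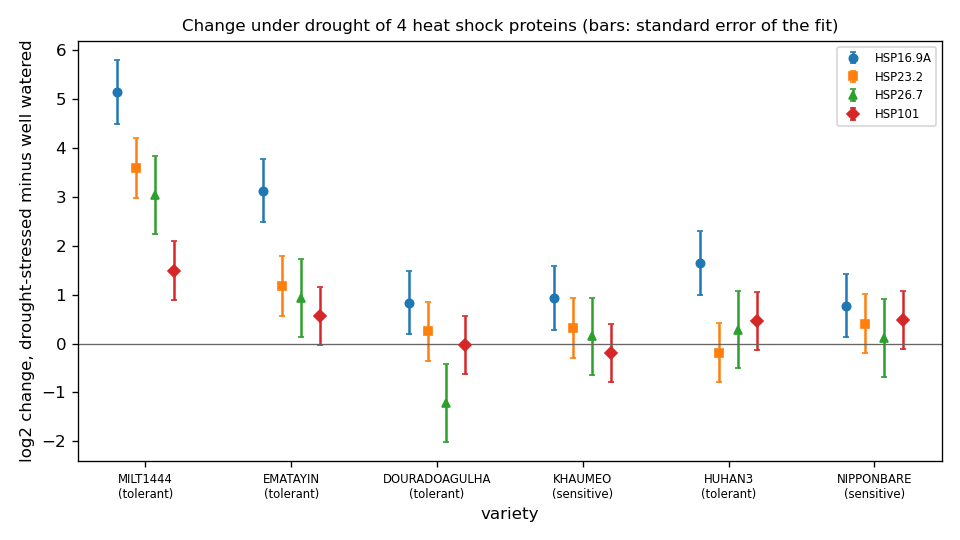
Change under drought (log2) of HSP16.9A, HSP23.2, HSP26.7 and HSP101 in each variety, with bars for the standard error of the fit. The 4 points of MILT1444 lie between 1.49 and 5.14.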

The expression level changes of drought-induced genes were also characterized for their panicle development, enabled us to correlate the phenotypic observations with the subjected biological processes (Su et al., 2013). Considering the less difference in panicle characters and enrichment category observed between tolerant and sensitive varieties, the incorporation of a mechanism to account for these drought-induced DEGs became necessary. The predominant DEGs were involved in distinct functional groups: response to stimulus and developmental process, including abiotic stimuli, water deprivation, abscisic acid stimulus, auxin stimulus, reproductive development, organ development, stamen development, and so on (**Figure 5**). The temporal-spatial gene expression profiling analysis from drought tolerant rice varieties revealed stress-responsive genes including many transcription factors were regulated in a tissue- or stage-specific manner (Wang et al., 2011; Harrop et al., 2016). 

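Under drought, MYB1, a MYB transcription factor, had a log2 intensity of 5.48 ± 0.74 (SD, n = 3) in KHAUMEO and of 6.46 ± 0.71 (SD, n = 12) over the 4 tolerant varieties. The difference in MYB1 was -0.98 (standard error 0.48, exact permutation test over 3 against 12 arrays, two-sided, p = 0.0484), while limma gave an unadjusted p of 0.0529 and an adjusted p of 0.183. The 12 arrays come from 4 varieties and the 3 from 1 variety, so none of these p values measures the spread between varieties. With 1 variety against 4, an exact permutation test over varieties allows no p below 0.2, so these data cannot decide the comparison at that level. In well watered panicles MYB1 was at 6.66 in KHAUMEO and 6.26 in the tolerant varieties. Its change under drought was -1.17 in KHAUMEO (adjusted p = 0.34), 0.27 in MILT1444, 0.81 in EMATAYIN, 0.48 in DOURADOAGULHA, -0.75 in HUHAN3 and -0.81 in NIPPONBARE, and none of these was called. Without replicate 1, 2 or 3 the difference between KHAUMEO and the tolerant varieties was -0.81, -1.47 or -0.65.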

MYB1 (LOC_Os08g33660.1) was thought to be induced by abiotic stress (Baldoni et al., 2015), its expression level was lesser in sensitive KHAUMEO than tolerance varieties under drought stress. Moreover, we found that several genes encoding proline-rich proteins were down-regulated in drought sensitive KHAUMEO and NIPPONBARE, indicating that proline-rich protein is critical for development and abiotic stress tolerance (Zhan et al., 2012). These results suggested the regulatory processes of drought-induced genes were tightly related to reproductive development and response to stimulus/stress, which protected panicle development against drought stress.

An important goal of this study was to dissect genes underlying the genotypic differences in adaption to drought environment. Natural variation in crops is an important way to adapt the development of environment (Juenger, 2013; Wei et al., 2016a). In natural populations, many studies were performed to measure genetic variation of crop traits and yield in response to drought (Liu et al., 2010; Yu et al., 2012; Lou et al., 2015). We have collected hundreds of rice accessions to be used for the water-saving and drought-resistance rice (WDR) breeding program, and obtained the basic agronomic traits and grain yields (Luo, 2010; Wu et al., 2015; Wei et al., 2016b). By narrowing down the list of DEGs based on the gene-based association analysis, 350 DEGs with significant association SNPs were also enriched in response to drought stress. Four associated genes exhibited consistently up-regulated in six rice varieties, but their genotypes were divided into two group corresponding *indica* and *japonica*. We supposed that these associated DEGs might be evolving under positive selection and positively involved in rice adaptive response to drought stress. Although these results displayed no significance between tolerant and sensitive varieties, these DEGs with significant SNPs gave valuable reference for rice breeding.

In summary, our study provided an elaborate comparison on panicle characters and gene expression profiles between tolerant and sensitive varieties in drought response. The majority of DEGs was up-regulated and had a positive impact on rice adaption to drought stress. High percentage of drought-induced DEGs was found to be significantly associated with SNPs, which provided a valuable direction for elucidation of genotypic differences in drought responses.

## Materials and Methods

### Plant Growth Conditions and Drought Stress Treatments

Seeds of six rice varieties, MILT1444, EMATAYIN, DOURADOAGULHA, KHAUMEO, HUHAN3, and NIPPONBARE, were collected from Shanghai Agrobiological Gene Center, China. Among of them, MILT1444, EMATAYIN, HUHAN3, and NIPPONBARE were *japonica* varieties with elite drought tolerance except for NIPPONBARE, while the others were *indica* varieties which the drought tolerance of DOURADOAGULHA is higher than of KHAUMEO (**Table 1**). Plants were grown in cement enclosed plots. Water was drained for drought stress in the plots at later tillering stage and allowed to dry. The control plants were grown in the same pool and watered well. After 2 weeks the soil water content decreased to 13.8%, panicle initiation and development was determined by manual measurement of rice panicle length. When young panicles were ∼2 cm in length corresponding to pollen mother cell formation stage, many genes were the highest expression in panicles with an expression peak, such as SG1 (Nakagawa et al., 2012), LABA1 (Hua et al., 2015), PMS1T (Fan et al., 2016). The developing young panicles (2 cm in length) were sampled and harvested into liquid nitrogen to store at -80°C for RNA isolation. The characters, including panicle length, seed setting rate, primary/secondary branches of per panicle and grain weight of per panicle, were obtained by manual measurement after harvest (**Figure 2**). Three independent experiments were carried out under drought stress and well watered conditions. The statistical *t*-test was used to evaluate significant difference of the morphological traits under drought and control conditions.

### RNA Extraction and Microarray Experiments

RNA isolation, purification and microarray hybridization were conducted by the CapitalBio Corporation (Beijing, China) according to the Affymetrix standard protocols. Gene expression microarray (4 × 44K format) was designed with 57381 probe sets, based on the latest genome annotation of *Nipponbare*^1^. Two microgram of the labeled sample RNA was used for microarray hybridization. Three independent experiments for microarray were conducted for each rice varieties under drought stress and well watered conditions, respectively.

### Real-Time PCR

Gene expression from microarray was validated by Quantitative Real-Time PCR (qRT-PCR). cDNA was synthesized from six rice varieties using a PrimeScript RT reagent kit with gDNA eraser (Takara, Dalian, China). qRT-PCR was performed using an AB7300 instrument (Applied Biosystems, Foster City, CA, USA) following the manufacturer’s instruction. Primers were designed using Primer3^2^ and synthesized by Sangon Biotech. These genes were randomly selected for DEGs set, and their primers were listed in Supplementary Table S5.

### Differentially Expressed Genes and Function Enrichment Analysis

The microarray data were compiled into gene expression data using the Affy package’s Robust Multichip Average (RMA) algorithm. Differential gene expression was assessed between replicate groups in drought stress and watered well using limma package on the Bioconductor (Ritchie et al., 2015). After being adjusted for multiple testing using the False Discovery Rate (FDR), DEGs were filtered by a FDR ≤ 0.05 and fold change ≥ 2. For function enrichment analysis, the identified DEGs was conducted GO analysis (Ashburner et al., 2000) using the online tool agriGO (version 1.2) (Du et al., 2010). The significant enrichment was determined by a Bonferroni adjustment to the adjusted *P* ≤ 0.01. Subsequently, hierarchical clustering was conducted from DEGs using Cluster 3.0, and clustering result was displayed using TreeView 3.0.

### Gene-Based Association Analysis

To examine whether genetic variants in these DEGs harbored association signals with the index of drought resistance, we performed a gene-based association analysis using our previously drought tolerance traits (Yu et al., 2012) and genome resequencing data (Wu et al., 2015). The low frequency alleles were filtered with MAF ≥ 0.05, and then 65510 SNPs with high quality were obtained for these drought-induced DEGs. The gene-based association analysis was conducted for the trait of index of drought tolerance using the general linear model (GLM) in Tassel 5.0 (Bradbury et al., 2007), from which significant SNPs with *P* ≤ 10^-4^ were selected for candidate gene analysis.

## Availability of Data and Material

The microarray data have been deposited in Gene Expression Omnibus (GEO) in NCBI under accession number GSE83378. The raw Illumina sequencing data from 270 rice accessions have been submitted to NCBI Sequence Read Archive (SRA) under the Bioproject number PRJNA171289 (Huang et al., 2012) and PRJNA260762 (Wu et al., 2015).

## Author Contributions

HW and SY designed the experiments and together with, CC and XM carried out gene microarray analysis, gene-based association analysis. CC, YZ, JH, and HM carried out rice morphological investigation, validation of gene expression level, functional analysis. HW was mainly involved in preparation of manuscript. All authors reviewed and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.affymetrix.com/products_services/arrays/specific/rice.affx

2 http://frodo.wi.mit.edu/

How the deposited data were processed for this re-analysis (not part of the article)

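RNA from young panicles 2 cm long of 6 rice varieties, well watered or drought-stressed for 2 weeks, was hybridized to the Affymetrix Rice Genome Array with 3 arrays per variety and treatment, 36 arrays in all. The authors processed the arrays with the RMA algorithm of the Affy package and tested them with limma, and the versions of these are not given in the sources used here. The deposited values are intensities on a linear scale from 1.0 to 21698.89, with 112 values at 1, where RMA normally gives log2 values, and the step that made them linear is not given in the sources used here. Loci were matched through the ratios of the means of 3 linear intensities, which reach the fold changes of Table S1. Detection calls and GO annotation were not used here.

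The intensities were log2 transformed, the 187 control probe sets were left out, and limma 3.58.1 in R 4.3.3 was fitted to 57194 probe sets with a mean for each of the 12 groups and the default eBayes. The contrasts were drought-stressed minus well watered in each variety, their average, the mean of the 4 tolerant minus the mean of the 2 sensitive varieties, and the mean of the 2 indica minus the mean of the 4 japonica varieties for 4 genes. P values were adjusted by the Benjamini-Hochberg method within a contrast, and calls were made at an adjusted p of at most 0.05 and at least a 2-fold change. Shares of down calls were compared by an exact permutation test, and shares of up calls carry a 95% Wilson interval. Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated one. Tables were handled with data.table 1.17.8, pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6. The fit was tested on simulated data with independent noise for each probe set.

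Probe sets were named from the platform's annotation, which gives a single gene for 22436 probe sets, several for 95 and none for 34850, and a symbol or synonym for 3196. MSU loci came from matching the fold changes of Table S1 to the intensities, 665 rows by a rule set, like the thresholds, the gene lists and most alternatives, before the data were examined and 118 by a tighter rule added later, with 0 unmatched, so that the folds of these rows match by construction. Of 606 matched probe sets with a single RefSeq gene, 600 lie on the chromosome that the locus names. Of 324 genes in 23 lists fixed beforehand, 208 were matched by symbol. The lists are late embryogenesis abundant and dehydrin proteins, PP2C phosphatases, SAPK kinases, abscisic acid synthesis and breakdown, stress transcription factors, heat shock proteins, heat shock factors, osmolyte synthesis, antioxidant enzymes, aquaporins, Aux/IAA repressors, floral organ MADS-box genes, panicle branching, meiosis, tapetum and pollen wall, DNA replication, green tissue, phenylpropanoid synthesis, diterpenoid phytoalexins, cuticular wax, expansins, secondary wall and reference genes. Genes are named if the paper names them, if they are among the 15 largest rises or 10 largest falls of the average response (8 falls passed) with the same direction in 6 varieties, if they are among the 5 largest rises or falls of a variety with the 3 arrays of each treatment apart, if they are among the 5 largest differences each way between tolerant and sensitive varieties (none passed), or if they are among the 4 largest changes of a list. A name or description was taken as a symbol or a Table S4 description, not a locus alone, and the values in the paper's tables had been seen when this rule was written. LOC_Os06g44190, LOC_Os10g09850 and the 2 unnamed probe sets called in all 6 varieties were named after their values were seen.

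The alternatives were a fit of each variety alone, eBayes with trend and robust, probe sets brighter than the median, the replicate number within a variety as a block, scaling to ACT1 (the only reference gene with a symbol), an unadjusted p, adjustment over the 6 contrasts jointly, no fold threshold, leaving out each array or each replicate number, named genes as the unit, the mean of all probe sets of a gene, and an estimated correlation in camera. Added after the data were seen were log2 of the value plus 50, quantile normalization, a fold from linear means, exact permutation tests of 2 list means over varieties, and an F test of the variety by treatment interaction. Yield traits, SNP associations and qRT-PCR were not analysed here.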

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

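The F test over the 6 varieties, the copper gene list, the heat shock test without MILT1444, the 2 exact tests of list means, and the ratio of EMATAYIN's changes to the average of the others were chosen only after the results were seen. Between tolerant and sensitive varieties, camera placed 4 lists higher in the tolerant ones, the expansins (adjusted p = 0.0016, median difference 0.20), heat shock proteins (adjusted p = 0.0260, median 0.57), phenylpropanoid and flavonoid synthesis (adjusted p = 0.0260, median 0.21) and Aux/IAA repressors (adjusted p = 0.0459, median 0.12). None of the 4 held with an estimated correlation (adjusted p = 0.256, 0.591, 0.495 and 0.495). All of these camera p values rest on the spread between arrays and not on that between varieties. They do not carry over to tolerant and sensitive rice in general. The F test passed 31 probe sets whose response differed between varieties, among them EM (adjusted p = 0.0332), which changed by 3.99 in HUHAN3 and 0.30 in EMATAYIN. The 2 probe sets without a gene name that fell in all 6 varieties, by -4.64 and -4.07 on average, were matched to no row of Table S1. Neither were 74 of the 219 probe sets called in the average response. Each row was matched to a single probe set, so a further probe set of a listed gene counts as unmatched.

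A copper chaperone by its Table S4 description, LOC_Os02g32814, and the copper transporter COPT5.1 fell together, COPT5.1 with an average change of -0.94. A fall of copper homeostasis genes as a set was tested on 15 listed genes, of which 11 have a probe set, and camera gave p = 0.312 with direction up (0.339 with an estimated correlation; exact sign-flip permutation test of the list means of 6 varieties, mean -0.01, p = 0.844, smallest possible 0.0313; median change 0.05), while HMA5 and SPL9 were higher by 0.31 and 0.30. That prediction was written after the fall was seen, and its p excludes a small shift of the set no more than it shows one. A difference between the arrays of the 2 treatments was sought in the 18 spike-in hybridization controls. All 18 were lower, with a median change of -0.13 (-0.21 to -0.07), below the 0.2 set beforehand and far from the fall of COPT5.1. Such controls need not follow differences that arose before hybridization, so a difference between the arrays is not excluded. Whether the arrays of the treatments were handled on separate days is not given in the sources used here and was not tested.

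The rise of heat shock proteins in MILT1444 did not rest on 1 array, since the median change of the list, 1.33 with all arrays, was lowest at 0.70 without well watered replicate 1 and stayed above the 0.5 set beforehand. With MILT1444 left out, the mean change of the heat shock proteins was 0.23 higher in the 3 tolerant than in the 2 sensitive varieties (exact permutation test over 10 ways, two-sided, p = 0.6, smallest possible 0.1; limma's camera p = 0.35, direction up), so a response shared by the tolerant varieties is neither shown nor excluded. The bound set for camera, a p of 0.05 or more as evidence against sharing, was poorly chosen, because a p that misses a threshold excludes nothing. A difference in plant temperature between the plots was not tested.

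EMATAYIN had 36 called probe sets against 180 to 383 in the other varieties, but 134 with the 6 contrasts adjusted jointly (183 in DOURADOAGULHA), 307 at the unadjusted p (398 to 595 in the others) and 132 without its well watered replicate 3, so much of the gap follows the adjustment within a contrast and 1 array. The median residual SD of its arrays was 1.02 times that of the others, between the bounds set beforehand (above 1.2 or at most 1.0), and MILT1444 and HUHAN3, with 383 and 357 calls, had larger ratios of 1.06 and 1.04. The fit gives a gene the same standard error in every variety, so these ratios do not decide whether wider spread lowered the count of EMATAYIN. Over the 236 probe sets called in the average of the other 5 varieties the median ratio of EMATAYIN's change to that average was 0.757, the lowest of the 6. DOURADOAGULHA has nearly the same ratio, 0.801, with 180 calls, so a smaller response of the same genes barely sets EMATAYIN apart.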

How the results depend on the processing

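No test in this part was chosen only after its result was seen apart from the settings named as added later. The counts depend strongly on single arrays and on the threshold, and the cause was not tested. Each variety fitted alone called 11 probe sets in MILT1444, 5 in EMATAYIN, 37 in DOURADOAGULHA, 98 in KHAUMEO, 4 in HUHAN3 and 252 in NIPPONBARE, 346 in at least 1 variety (78.3% up) and 0 in all 6, with subsets of 26 common and 23 tolerant-only, and the share of down calls, sensitive minus tolerant, turned to -34.0 points. With the unadjusted p the counts in the same order were 595, 307, 398, 451, 566 and 469, with 1712 in at least 1 variety (71.6% up), 40 in all 6, subsets of 369 common, 904 tolerant-only and 439 sensitive-only, and 103 probe sets in the tolerant minus sensitive response. With no fold threshold the counts were 1962, 63, 1730, 942, 2375 and 6314, with 9667 in at least 1 variety (53.1% up), 13 in all 6, subsets of 2072, 2737 and 4858, and 24056 in the average drought response. With arrays scaled to ACT1 353 were called in DOURADOAGULHA, 373 in KHAUMEO, 544 in HUHAN3 and 1551 in at least 1 variety (93.9% up), with 395 common and 438 sensitive-only, and the share of down calls turned to -1.81 points. Adjusted over the 6 contrasts jointly EMATAYIN had 134 and all 6 varieties 19, the probe sets brighter than the median gave 250 in NIPPONBARE and 3 gene lists past camera, and an estimated correlation gave 0 gene lists. The replicate number within a variety as a block called 107 in KHAUMEO and 84.5% up in at least 1 variety, and the numbers do not pair the arrays, since only 6 of 18 drought-stressed arrays correlate best with their own number (same-number correlations -0.30 to 0.20). With 1 probe set per named gene 568 genes were called (86.4% up).

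Leaving out arrays moved the counts over ranges of 24 to 932 in MILT1444, 2 to 298 in EMATAYIN, 2 to 481 in DOURADOAGULHA, 6 to 324 in KHAUMEO, 9 to 767 in HUHAN3 and 1 to 717 in NIPPONBARE, where the lowest come without replicate 2 of every group. Genes changed in at least 1 variety ranged from 33 to 2102 without a replicate, the share up from 64.8% to 79.0%, and genes changed in all 6 varieties from 0 to 10. The common subset ranged from 3 to 345, the tolerant-only subset from 26 to 1282 and the sensitive-only subset from 4 to 475, and the share of down calls turned to -27.4 points without replicate 2. The average drought response called 179 without replicate 2 and 332 without replicate 3, and the tolerant minus sensitive response called 1 without replicate 2 and 1 without replicate 3. The level of MYB1 in KHAUMEO against the tolerant varieties ranged from -1.47 without replicate 2 to -0.65 without replicate 3, a difference that could not be computed with the block within varieties, which takes up the levels of the varieties, or in the fits of each variety alone. Of the settings added later, log2 of the value plus 50 called 181 in MILT1444, 88 in DOURADOAGULHA, 114 in KHAUMEO, 161 in HUHAN3, 110 in NIPPONBARE, 410 in at least 1 variety (87.1% up), subsets of 99, 221 and 90, and 96 in the average drought response, and quantile normalization gave 77.1% up in at least 1 variety. For the named genes 1311 values kept their call and direction, 148 lost a call, 7 gained one and 8 changed sign, namely the averages of MYB1 (0.20), ABA8OX1 (0.05), TDR (0.03) and RAFTIN1 (0.06) without replicate 1 (-0.45, -0.37, -0.56 and -0.59 without replicate 3), HSFA2A (-0.03) and CPS2 (-0.05) without replicate 2 (0.99 and 0.19 without replicate 3), and SODCC1 (0.06) and CPS4 (0.04) with arrays scaled to ACT1, where changes as small as theirs (-0.07 and -0.08) turn by the scaling itself, since it takes the change of ACT1, -0.13, from every gene. Gene lists past camera were 8 without replicate 1, which added floral organ MADS-box genes and meiosis genes, and 6 without replicate 3, where heat shock proteins and heat shock factors took the place of stress transcription factors and Aux/IAA repressors.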

Differences from the paper's values

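Counts here are of probe sets at an adjusted p of at most 0.05 and 2-fold, the threshold of the paper's methods, while the paper's results give p < 0.05. The paper gives 120 genes up in EMATAYIN, and 29 were called here, with 114 when the 6 contrasts are adjusted jointly and 111 without its well watered replicate 3. For genes down, the paper gives 5 in MILT1444 against 32 here, with 4 in the fit of each variety alone and 5 without replicate 2. Those settings called few probe sets at all, with 7 and 19 up in MILT1444 against the paper's 268. The main fit called all 4 genes that Table S1 has down in MILT1444. The paper gives 3 down in EMATAYIN, with 120 up, against 7 down here. The fit alone gave 4 (with 1 up) and probe sets brighter than the median 4 (with 30 up). There were 4 without replicate 1 (with 6 up), 2 without replicate 2 (with 0 up) and 4 without its drought-stressed replicate 1 (with 3 up). Log2 of the value plus 50, chosen after the values were seen, also gave 4 and called the 2 probe sets down in EMATAYIN in Table S1, and of the 120 that the table lists as up it called 15 and dropped 105, where 13 were called without the offset. The paper gives 24 down in DOURADOAGULHA against 48 here, with 27 for probe sets brighter than the median, 30 with the replicate block, 25 scaled to ACT1, 16 without replicate 3, and 22, 29 or 26 without its well watered replicate 1 or 3 or drought-stressed replicate 2. The paper gives 140 down in KHAUMEO against 53 here, with 195 at the unadjusted p and 122 without replicate 1. The paper gives 7 down in HUHAN3 against 40 here, with 5 without replicate 2 and 7 without its drought-stressed replicate 1. Those settings had 4 and 51 up in HUHAN3, where the paper has 249. The paper gives 3% of the changed genes as common to all 6 varieties against 0.789% here, with 2.34% at the unadjusted p. The paper gives 46% in the common subset against 23.6% here, and no setting comes near it, and 29% in the tolerant-only subset against 48.7% here, with 28.3% without a fold threshold and 40.7% without replicate 1. Some settings went past the paper's value to the other side, with 270 up in EMATAYIN at the unadjusted p and 240 without replicate 3, 8 down in DOURADOAGULHA in the fit alone and 0 without replicate 2, 339 down in KHAUMEO without a fold threshold, 4 down in HUHAN3 in the fit alone, and 6.65% tolerant-only in the fit alone. Under the remaining settings that were set before the data were examined and apply to all varieties at once, the values differed from the paper's on the same side as here.

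Of the 783 genes in the paper's Table S1, 521 were called here in at least 1 variety, and 493 probe sets called here were matched to none of its rows. Each row was matched to a single probe set, so some of the 493 may be further probe sets of listed genes. Of the 139 genes that the table has down in KHAUMEO 32 were called here and 122 at an unadjusted p under 0.05, and of the 120 up in EMATAYIN 13 were called and 111 at the unadjusted p. Counted from Table S1 itself, the paper's subsets are 24.8% common, 40.7% tolerant-only and 34.5% sensitive-only, against the 46%, 29% and 25% in its text. The paper calls LOC_Os01g50700, LOC_Os01g50910, LOC_Os02g13800 and LOC_Os02g46030 changed in all 6 varieties, and here they were called in 3, 6, 5 and 4. The paper describes converse trends of LOC_Os12g08760 and LOC_Os08g43390 in 1 variety, and here the first was lower and the second higher in 6 of 6. The paper calls SAUR20, SAUR31 and SAUR33 significantly altered, and here they were called in 0 varieties. The paper has genes of floral development negatively regulated. Here 3 of 10 tapetum and pollen wall genes were lower and none higher on average by adjusted p alone, and RAFTIN1 was called down in NIPPONBARE (-1.54). Of the 18 floral organ MADS-box genes 0 were called, with 4 higher and 2 lower by adjusted p alone. By that measure 12302 of all 57194 probe sets were lower and 11754 higher, so a few such genes do not set a list apart. The GO groups that the paper names were not analysed here. Fig. 4 draws LOC_Os03g03724 and LOC_Os02g32814 above 0 and LOC_Os02g33380, LOC_Os02g13800, LOC_Os05g28740 and LOC_Os11g03300 below 0. Here the first pair was lower under drought and the other 4 higher in 6 of 6 varieties, which is the direction of Fig. 4 when the sign is turned. The directions here match those of the paper's Table S1 by construction, since its fold changes identified these probe sets.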

Other observations

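Of 12 expansins 0 were called in the average response (0 when adjusted over the list alone), with 6 higher by limma's adjusted p alone, and EXPA5, which loosens cell walls, was higher by 0.88 (camera adjusted p of the list = 0.0672, and 0.0431 with the mean of all probe sets of a gene). By limma's adjusted p alone 11754 of all 57194 probe sets were higher and 12302 lower. Among the 9 genes of phenylpropanoid and flavonoid synthesis matched by symbol, from 17 listed, 0 were called (0 when adjusted over the list alone, 3 higher by limma's adjusted p alone), with 4CL2 higher by 0.50, and 4CL3 rose in MILT1444 by 1.44 (adjusted p = 0.0051). The 4 secondary wall genes gave 0 calls (0 when adjusted over the list alone, 2 higher and 1 lower by limma's adjusted p alone, camera adjusted p = 0.505), with CESA7 at -0.27 and BC1 at 0.25. The 7 diterpenoid phytoalexin genes gave 0 calls (0 when adjusted over the list alone, 1 lower by limma's adjusted p alone), with CYP99A3 at -0.17 and a median of 0.02 and mean of -0.01 that differ in sign, and the 2 green tissue genes gave 0 (0 when adjusted over the list alone, 1 higher by limma's adjusted p alone), with RCA at 0.28. None of the 6 cuticular wax genes was matched to a probe set, and of 7 reference genes only ACT1 was, with an average change of -0.13 (standard error 0.03, adjusted p = 0.0029 from limma).

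No test in this part was chosen only after the result was seen. When the labels of the 6 arrays of a variety were split in all 10 ways, the real split was the only 1 with a count as large in each variety, with the next highest count 1 in MILT1444, 3 in EMATAYIN, 5 in DOURADOAGULHA, 1 in KHAUMEO, 178 in HUHAN3 and 13 in NIPPONBARE. 10 splits allow no share below 0.1, so an arbitrary split is not excluded as the source of a single variety's count. Every other split leaves the treatments unequally mixed between its sides. The 178 in HUHAN3 therefore does not separate structure among its arrays from the treatment. Over 100 labelings within varieties, the real one included, the real labels alone reached 1014 probe sets in at least 1 variety (next 240), 8 in all 6 (next 0) and 219 in the average response (next 49), 1 of 100 in each case. For the gene lists 6 of the 100, the real labels among them, passed as many as the 6 seen (highest 7), so their number could arise from arbitrary labels. Among the 15 choices of 2 varieties 13 left as few probe sets common to both groups as the sensitive pair (239, with the others from 103 to 249). For the tolerant minus sensitive response 15 of 15 called as many as the 0 seen (highest 6), which no choice could fail to do, so this comparison decides nothing.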
